A study of Mus musculus with 2 samples. Its data were reported in "The methyltransferase METTL3 negatively regulates nonalcoholic steatohepatitis (NASH) progression" (2021).

How the data were processed

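The deposited values are counts of read pairs per gene that the authors made before submission, and the submitters' processing notes give TopHat2 alignment to GRCm38 and counting with HTSeq 0.6.1. The methods of the paper name Hisat2 with HTSeq for the same step, and which aligner made the files could not be told from them. Libraries were made with a NEBNext kit from RNA pooled over 4 livers per genotype and read as paired ends. No molecular tags are described, so copies made by PCR count as reads. The strand setting of the counting is not stated, so genes that overlap on opposite strands cannot be told apart. Each library held 52947 rows. Of these, 311 were unannotated loci with 0.328% and 0.261% of counts in the libraries labelled flox and HKO. They were left out of the main results and are described in the closing section.

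Gene names, types and positions came from GENCODE M21, which matched 52489 identifiers, and the 147 unmatched ones held 0.00281% and 0.00346% of counts. At least 1 count was found for 21571 genes in the library labelled flox and 21748 in the library labelled HKO. One count equals 0.0511 and 0.0494 CPM. The 10 most abundant genes held 17.8% and 15.3% of counts, and mitochondrially encoded genes 3.68% and 4.05%.

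Ratios are those of the library labelled HKO to the library labelled flox after scaling by TMM factors from edgeR 4.0.16, which serves here for normalisation factors only, as does DESeq2 1.42.0. A prior of 0.5 counts was added to both libraries for log2 and fold values. Where a library held 1 to 3 counts the ratio of the counts is given without the prior. The 95% interval is the exact binomial interval of the share of counts in 1 library. It covers counting error alone and not variation between mice or preparations, and its median half-width in log2 units was 0.97 for the 3230 genes under 100 counts, 0.30 for the 5890 in the next class and 0.12 for the 5313 most abundant. A gene was tested with at least 20 counts over both libraries. It was called past 2-fold when its log2 ratio was at least 1 in size and the interval excluded 0. The second rule, an absolute log2 ratio above 1.5 with an exact binomial p under 0.05, compares the 2 libraries and not the genotypes.

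There were 55 gene lists, fixed before the values were seen, and the result of each is printed once. A list with at least 5 measured members was compared by its median with 10000 random lists drawn from the same 20 bins of expression. Genes are named by a fixed rule, which takes Mettl3, the RT-qPCR genes, the 12 largest differences in each direction among genes with at least 100 counts, the largest gains and losses in CPM, up to 4 members of each list past 2-fold or 2 abundant members where none was, and the 5 most abundant genes of each library. Shared sequence is the share of a gene's 100-base words found in another gene, and exon overlap the share of its exonic bases inside another annotated gene. Alternatives chosen beforehand covered the scaling, the count floor, the prior, gene type, depth, list composition, the fold limit and the null of the lists. Corrections for GC content and length, inclusion of the unannotated loci and removal of the immune and immediate early lists were added after the values were seen.

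A simulation of 2 libraries with known differences was run through the same steps. The interval held the true ratio for 95.5% of genes, 49 of 50 genes set 3-fold higher and 48 of 49 set 3-fold lower were recovered, and 67 of 14242 unchanged genes were called. Genes set 1.5-fold apart were called in 2 of 50 and 4 of 49 cases. All 50 lists raised 1.5-fold were placed above the random range, and 5 of 200 unchanged lists fell outside it. These were random sets of 20 genes, so they do not test lists whose genes vary together. With an assumed 20% coefficient of variation between pools, interval coverage was 48.8% and 480 of 14209 unchanged genes were called. Calculations used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, figures matplotlib 3.10.9, and scaling factors R 4.3.3.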

Results

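RNA from the livers of 4 chow-fed mice of 8 weeks was pooled for each genotype, and each pool gave 1 library. One library is labelled flox and the other HKO, for hepatocyte knockout of Mettl3. The named genes received 21457504 counts in the library labelled flox and 18438807 in the library labelled HKO. With 1 pool per genotype there is no replicate check, so every difference below describes these 2 libraries and cannot be assigned to genotype. After each gene, brackets give its count in the library labelled flox, then in the library labelled HKO, then the 95% counting interval of the fold difference. The word "past" marks genes that differed at least 2-fold with an interval excluding equality, and the numbers of genes higher or lower in a list count only these.

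Mettl3 itself (ENSMUSG00000022160, chromosome 14, positions 52294841 to 52305128, minus strand) was not lower in the library labelled HKO. Its count was 156 in the library labelled flox and 220 in the library labelled HKO, a log2 ratio of 0.45 (0.15 to 0.75). This runs against the label, which is why both libraries are called by their labels throughout. The gene-level count checks the knockout little. The floxed exons 2 and 3 hold 623 of the 2025 nucleotides of the main transcript, or 30.8%, and reads from the other exons still count when a deleted allele is transcribed. Reads from cells other than hepatocytes count as well, and 18.4% of the exonic bases of Mettl3 overlap another annotated gene. Other genes of the m6A pathway were a little higher in the library labelled HKO. Of 19 measured writers, erasers and readers, 2 were past 2-fold higher and none lower, with a list median of 0.33. That median lay at percentile 99.6 of 10000 random lists matched for expression, as a description of these libraries. The reader Ythdf2 was 2.25-fold higher (440, 1023; 2.01 to 2.52), and Rbm15, a partner of the methyltransferase complex, was 2.04-fold higher (331, 699; 1.79 to 2.34).

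Of 14433 genes with at least 20 counts over both libraries, 828 were at least 2-fold higher and 672 at least 2-fold lower in the library labelled HKO. At an absolute log2 ratio above 1.5 with an exact binomial p under 0.05, 320 were higher and 308 lower. The median log2 ratio was 0.01, with quartiles of −0.31 and 0.37. Scaling by total counts in place of TMM factors moves every log2 ratio up by 0.27, and all differences given here are relative to the TMM scale. Genes a little past 2-fold lower on that scale, Fasn among them, fall short of 2-fold with total counts. Albumin alone took 6.80% of counts in the library labelled flox and 4.81% in the library labelled HKO.

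**Figure D1:**
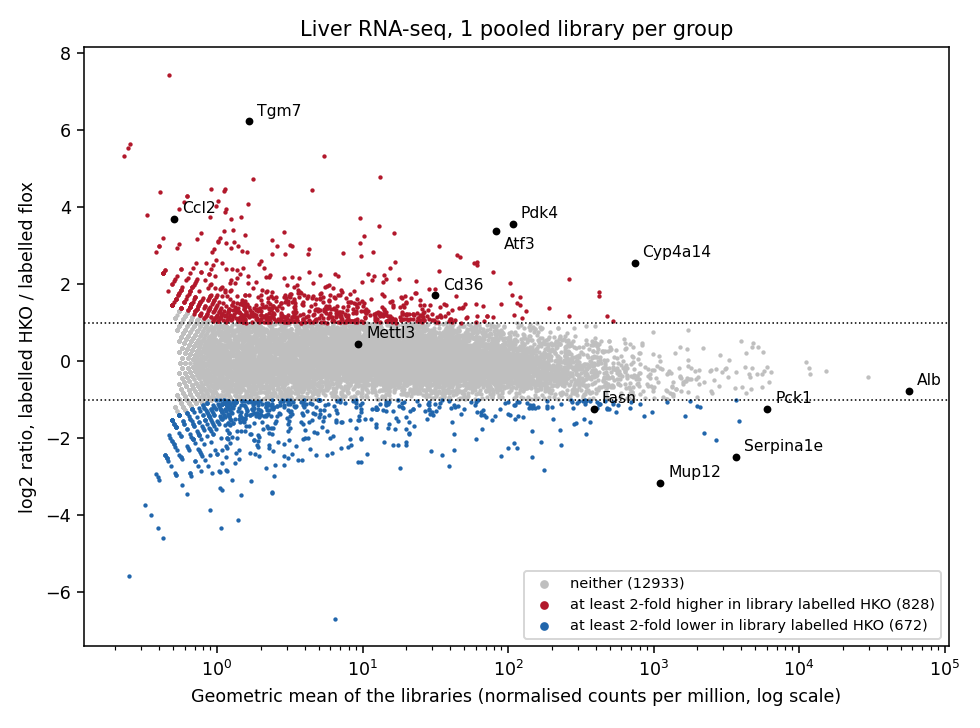
Log2 ratio of the library labelled HKO to the library labelled flox against mean expression, 1 point per gene. Coloured points are genes past 2-fold.

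Several of the largest differences towards the library labelled HKO were in genes with few counts in the other library. Tgm7, a transglutaminase on chromosome 2, had 3 and 270 counts, a ratio of 87.1 (29.5 to 425). Cib3, which encodes a calcium and integrin binding protein, was 27.7-fold higher (48, 1386; 20.9 to 38.1). The natriuretic peptide convertase Corin was 26.6-fold higher (6, 178; 12.9 to 79.2), the kinesin adaptor Sybu 22.1-fold (4, 102; 9.34 to 92.3) and the DNA repair gene Rad51b 21.8-fold (18, 416; 14.0 to 38.1). Abcc12, a transporter, was 13.4-fold higher (7, 103; 6.67 to 36.3), and the pseudogene Mrgprb11-ps 17.0-fold (7, 131; 8.54 to 45.9). Jund was 11.4-fold higher (74, 881; 9.08 to 14.8), but 52.6% of its exonic bases overlap another gene. The pseudogene Gm10231 was 39.9-fold higher (16, 680; 25.1 to 72.3), and all of its sequence is shared with another gene, so the source of those reads is uncertain. In the other direction the major urinary protein genes were furthest apart, as set out with the sex-biased genes. Outside that family, the clock repressor Bhlhe41, Fam107a and Dct were lower in the library labelled HKO. Fam107a was 6.5-fold lower (141, 22; 4.21 to 10.9) and Dct 6.44-fold lower (121, 19; 4.04 to 11.3). The pseudogene Serpina4-ps1 was 6.57-fold lower (1974, 310; 5.84 to 7.44), and Rpl5-ps1, 46.8% of whose sequence is shared with other genes, was 7.94-fold lower (134, 17; 4.90 to 14.4).

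Some abundant genes differed too. Btg2, Gdf15, Hamp, Egr1 and Depp1 were past 2-fold higher. Gdf15, a secreted stress hormone, was 3.22-fold higher (4608, 15317; 3.11 to 3.32), and the iron hormone hepcidin, Hamp, 2.27-fold (6226, 14587; 2.20 to 2.33). Depp1 was 2.25-fold higher (3437, 7987; 2.16 to 2.34). Cytoplasmic actin, Actg1, was 2.07-fold higher (7187, 15402; 2.02 to 2.13), with 29.9% of its sequence shared with other genes. On the side of loss, Mug1, a protease inhibitor, was 2.03-fold lower (101991, 52055; 2.004 to 2.05). The methyl-group enzyme Ahcy was 2.26-fold lower (58140, 26622; 2.22 to 2.29), with 63.6% of its sequence shared with other genes. Among the most abundant transcripts of all, Alb was 1.70-fold lower (1460053, 886277; 1.70 to 1.71), Apoe 1.34-fold lower (669838, 517247; 1.33 to 1.34) and C3 1.27-fold lower (263736, 214978; 1.26 to 1.28). For Ahsg and mt-Co1, log2 ratios of −0.18 and −0.25 become 0.09 and 0.015 when scaled by total counts. Apoa1 goes from −0.03 to 0.24 in the same way.

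A few genes of fat synthesis were lower in the library labelled HKO, and genes that take fatty acids up from blood were split. The fatty acid translocase Cd36 (chromosome 5) was 3.26-fold higher (341, 1152; 2.89 to 3.70), the lipoprotein receptor Vldlr 3.42-fold higher (37, 132; 2.38 to 5.11) and the lipase Lpl 2.07-fold higher (531, 1137; 1.87 to 2.30). The fatty acid binding gene Fabp5 was 3.38-fold lower (603, 184; 2.87 to 4.02). These are the 3 genes higher and 1 lower of 13 measured for fatty acid uptake and transport. The list median of −0.20, at percentile 21.2, becomes 0.064 when scaled by total counts. Of 19 genes for de novo lipogenesis and triglyceride synthesis, 3 were past 2-fold lower and none higher, with a median of −0.41 at percentile 2.68. Thrsp, which drives lipogenic output, was 4.79-fold lower (4955, 1069; 4.48 to 5.12). The phosphatase Lpin1 was 3.02-fold lower (12438, 4264; 2.91 to 3.12), and fatty acid synthase, Fasn, 2.35-fold lower (11643, 5119; 2.28 to 2.43).

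The other lipid genes that the study measured by RT-qPCR differed less. Srebf1 was 1.98-fold lower (13456, 7040; 1.92 to 2.03) and Mlxipl, which encodes ChREBP, 1.77-fold lower (9576, 5582; 1.72 to 1.83). The transporters Slc27a2 and Slc27a5 were 1.78-fold (17872, 10367; 1.74 to 1.83) and 1.96-fold lower (23807, 12562; 1.92 to 2.002). Ppara was 1.56-fold lower (2457, 1625; 1.47 to 1.66), Cpt1a 1.27-fold (8966, 7276; 1.24 to 1.31), Dgat1 1.33-fold (615, 479; 1.18 to 1.499) and Scd1 1.22-fold lower (79473, 67354; 1.21 to 1.23). The log2 ratios of Mttp and Gpam, −0.23 and −0.26, become 0.04 and 0.0018 when scaled by total counts. Acadm was 1.21-fold higher (6793, 8489; 1.17 to 1.25) and Apob 1.18-fold higher (102488, 124960; 1.17 to 1.19). For Pparg the interval included equality (87, 112; 0.933 to 1.67). As a list, the RT-qPCR genes, inflammatory ones included, had 5 higher and 1 lower of 20 measured. Their median of −0.25, at percentile 28.7, becomes 0.021 when scaled by total counts.

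**Figure D2:**
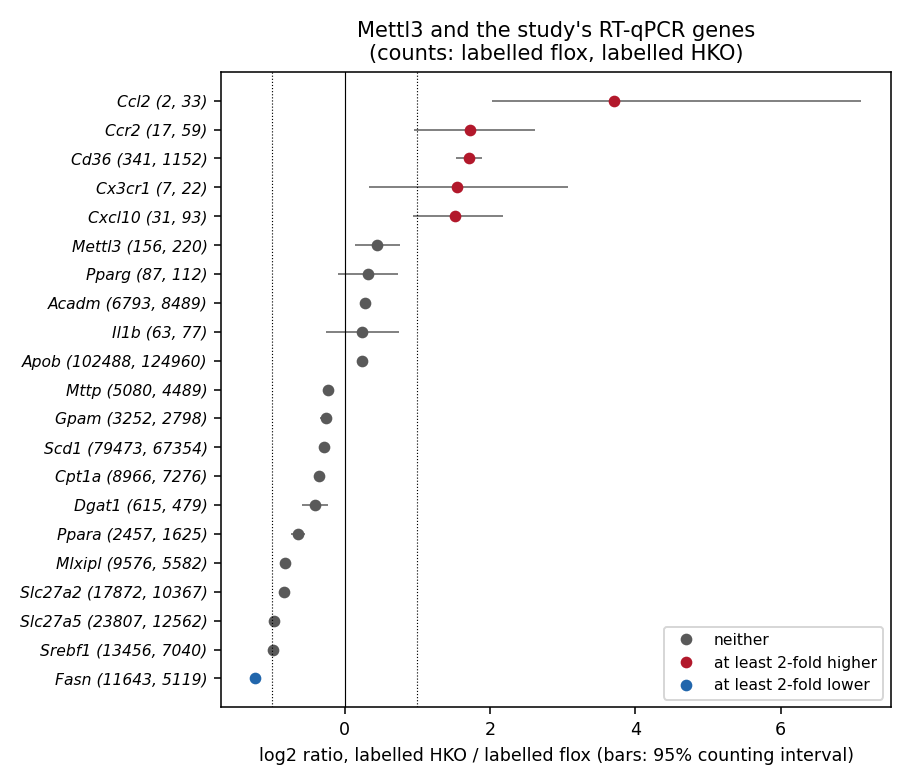
Log2 ratio of the library labelled HKO to the library labelled flox for Mettl3 and the RT-qPCR gene list, with 95% counting intervals. Genes with too few counts for a ratio are left out.

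PPARα targets were higher in the library labelled HKO, while no gene of the beta-oxidation list was past 2-fold. Of 15 PPARα targets, 8 were past 2-fold higher and none lower, and the median of 1.14 lay above all 10000 random lists. Pdk4, which holds back glucose oxidation, was 11.8-fold higher (613, 7502; 10.9 to 12.9), and the fatty acid hydroxylase Cyp4a14 5.88-fold higher (5989, 36439; 5.73 to 6.05). The fasting hormone Fgf21 was 5.39-fold higher (17, 97; 3.28 to 9.86). The thioesterase Acot2 was 10.1-fold higher (101, 1057; 8.25 to 12.5), though 17.1% of its sequence is shared with other genes. The 18 beta-oxidation genes measured had a median of −0.07, at percentile 92.6, becomes 0.20 when scaled by total counts. Of 12 lipid droplet genes, the lipase Pnpla2 alone was past, 2.11-fold lower (3347, 1642; 1.99 to 2.24). The droplet median of −0.05, at percentile 52.8, becomes 0.22 with total counts. Of 12 genes for VLDL secretion and apolipoproteins only Apoa4 was past, 2.74-fold higher (311, 881; 2.41 to 3.13), with 69.8% of its exonic bases overlapping another gene. The VLDL median of −0.17, at percentile 66.6, becomes 0.098 with total counts.

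Inflammatory genes were higher in the library labelled HKO across several lists. Ccl2, which draws monocytes into tissue, had 2 and 33 counts, a ratio of 16.0 (4.08 to 137). Its receptor Ccr2 was 3.29-fold higher (17, 59; 1.93 to 6.14), and Cx3cr1 2.91-fold higher (7, 22; 1.25 to 8.43). Cxcl10 was 2.87-fold higher (31, 93; 1.91 to 4.51). Of 18 chemokines, 6 were higher and 2 lower, Cxcl14 (20, 67; 3.19-fold, 1.94 to 5.64) and Cxcl2 (9, 29; 3.01-fold, 1.44 to 7.48) among the former. The chemokine median was 0.42, at percentile 98.3, and at percentile 93.8 with a floor of 100 counts. Of 7 chemokine receptors 4 were higher and none lower, including the homing receptor Cxcr4 (14, 37; 2.504-fold, 1.35 to 5.12), with a median of 1.21 at percentile 99.6, and at 96.3 by the mean. Among 14 cytokine and inflammasome genes 3 were higher and none lower, with a median of 0.71 at percentile 99.97. They were Tnfaip3, a brake on NF-κB (102, 324; 3.06-fold, 2.45 to 3.88), the inflammasome sensor Nlrp3 (17, 43; 2.41-fold, 1.37 to 4.58) and Csf1 (224, 489; 2.11-fold, 1.80 to 2.49). Il1b was level (63, 77; 1.18-fold, 0.836 to 1.68). Under 20 counts in sum, Ccl3 had 2 and 11 (ratio 5.32, 1.16 to 49.4) and Tnf 0 and 5, while Il6 had 3 in each library and Ifng 2 and 1.

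Interferon-stimulated genes were higher in the library labelled HKO as well. Of 34 interferon-stimulated genes 9 were past 2-fold higher and none lower, 33 had a ratio above equality, and the median of 0.63 lay above all 10000 random lists. Antiviral Rsad2 was 4.18-fold higher (132, 572; 3.46 to 5.10), Oasl1 3.65-fold (291, 1100; 3.21 to 4.18), Ifit2 2.60-fold (69, 186; 1.97 to 3.49) and Ifi27l2a 2.53-fold (62, 163; 1.89 to 3.46). Acute phase genes were mixed, with 2 higher and 3 lower of 23 and a median of 0.32 that also lay above all random lists. By its mean in place of its median, the acute phase list lay at percentile 93.4, inside the random range. Lcn2, an iron-binding defence protein, was 2.30-fold higher (145, 345; 1.89 to 2.81). Crp was 2.86-fold lower (11017, 3979; 2.76 to 2.97), Mt1 3.46-fold lower (8325, 2485; 3.31 to 3.62) and Saa4 2.32-fold lower (4163, 1857; 2.19 to 2.45). Complement and coagulation genes had none higher and 2 lower of 26, with a median of −0.35 at percentile 15.4. C8a was 2.51-fold lower (17102, 7047; 2.44 to 2.58), and Cfb was lower too (103, 36), but 79.5% of its exonic bases overlap another gene. None of 16 genes for MHC class II and antigen presentation was past 2-fold. The list was mixed, with 8 of the 16 above equality. H2-K1 and B2m, of class I, were 1.38-fold (40482, 30397; 1.36 to 1.40) and 1.26-fold lower (20695, 16927; 1.24 to 1.29). Class II genes, named here after the values were seen, were mostly on the other side. The log2 ratios of H2-Aa, H2-Ab1, H2-Eb1 and Cd74 were 0.87, 0.67, 0.58 and 0.54, with counting intervals above equality, while Ciita was level (24, 23). That list's median of 0.07, at percentile 74.3, becomes −0.0071 under upper-quartile scaling.

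Markers of macrophages were higher in the library labelled HKO, and those of liver endothelium were not. All 21 Kupffer cell and macrophage genes had a ratio above equality and 5 were past 2-fold, with a median of 0.77 above all random lists. The scavenger receptor Marco was 2.87-fold higher (178, 530; 2.43 to 3.43), Cd68 2.43-fold (160, 402; 2.02 to 2.94), Mpeg1 2.25-fold (938, 2184; 2.09 to 2.43) and Vsig4 2.22-fold (341, 783; 1.95 to 2.53). Genes of monocyte-derived and lipid-associated macrophages were on the same side, with 9 higher and 1 lower of 15 and a median of 1.20, again above all random lists. Gpnmb was 10.4-fold higher (6, 69; 4.86 to 31.4), Mmp12 10.1-fold (17, 183; 6.33 to 18.3) and the lipid receptor Trem2 5.21-fold (10, 56; 2.74 to 11.9). Ly6c2 of classical monocytes had 2 and 23 counts, a ratio of 11.1 (2.75 to 97.3). Another list also holds 2 of the 21 Kupffer cell genes and 6 of the 15 monocyte-derived ones, and the RT-qPCR list holds 2 of the 15. Without the immune cell and immediate early lists, 801 genes were higher and 670 lower.

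Other cell types gave mixed differences. B and plasma cell genes had 2 higher and 1 lower of 13, with a median of 0.60 at percentile 98.05. With coding genes only the B and plasma cell list lay at percentile 56.6, inside the random range. The antibody genes Igha (81, 185; 2.20-fold, 1.69 to 2.91) and Ighg2b (11, 32; 2.74-fold, 1.38 to 6.19) were higher and Pax5 lower (17, 4; 4.01-fold, 1.43 to 17.9). Among 7 T and NK cell genes only Gzma was past, with 3 and 18 counts and a ratio of 5.80 (1.69 to 30.8), and the median was 0.35 at percentile 79.6. Dendritic cell genes had 2 higher of 9, Itgax (11, 61; 5.18-fold, 2.80 to 11.3) and Siglech (5, 17; 3.08-fold, 1.17 to 11.4). Their median of 0.08, at percentile 55.2, falls to −0.000011 under upper-quartile scaling. Of 3 neutrophil genes 1 was higher and none lower. None of 17 liver endothelial genes was past 2-fold, and Stab1 and Stab2 were 1.42-fold (1867, 1354; 1.33 to 1.53) and 1.27-fold lower (2088, 1697; 1.19 to 1.36). The endothelial median of −0.26, at percentile 1.06, becomes 0.0052 when scaled by total counts. None of 8 erythroid genes was past 2-fold, with a median of −0.21 at percentile 7.40 that becomes 0.061 with total counts. None of 5 platelet genes was past either, with a median of −0.50 at percentile 5.31, Itga2b being 1.86-fold lower (173, 96; 1.44 to 2.42) and Clec1b 1.31-fold higher (207, 281; 1.09 to 1.58).

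Enzymes of urea and amino acid metabolism were lower in the library labelled HKO, and none was past 2-fold higher. Of 24 measured, 5 were past 2-fold lower, and the median of −0.68 lay below all 10000 random lists. The lowest log2 ratios were −1.42 for Gnmt and −1.19 for Ass1, so with total counts only Gnmt stays past 2-fold lower. Gnmt, which uses up methyl donor, was 2.67-fold lower (52409, 20290; 2.63 to 2.71) and the urea cycle enzyme Asl 2.08-fold lower (19835, 9843; 2.03 to 2.13). Ass1 was 2.29-fold lower (62011, 28043; 2.25 to 2.32), with 26.9% of its sequence shared with other genes, and Sds 2.27-fold lower (5862, 2669; 2.17 to 2.38), with 29.6% of its exonic bases in another gene. Gluconeogenesis and glycolysis had 1 higher and 3 lower of 18, with a median of −0.41 at percentile 3.67. Pck1, the gate of gluconeogenesis on chromosome 2, was 2.37-fold lower (182029, 79554; 2.35 to 2.39). Pfkfb3 was 3.02-fold lower (1395, 477; 2.72 to 3.36), and Hk2, scarce in adult liver, 2.01-fold higher (31, 65; 1.30 to 3.22). Periportal genes had 1 higher and 5 lower of 17, with a median of −0.46 at percentile 4.19, and the higher one was Aldh1b1 (1137, 3871; 3.29-fold, 3.08 to 3.52). Pck1, the lowest, had a log2 ratio of −1.24, so with total counts none of these 5 stays past 2-fold lower. Pericentral genes had 1 higher and 3 lower of 16, with a median of −0.45 at percentile 0.83, but at percentile 19.6 by the mean. Another list also holds 11 of the 17 periportal genes and 6 of the 16 pericentral ones. Oat was 2.03-fold lower (9445, 4807; 1.96 to 2.10), Lhpp 2.35-fold lower (1501, 660; 2.14 to 2.58), and Tbx3, a Wnt target, 2.35-fold higher (239, 582; 2.02 to 2.75).

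The lists for bile acid, cholesterol and drug metabolism had medians below the random range, though for bile acids and drugs this depended on the setting. Bile acid genes had 1 higher and 5 lower of 17, with a median of −0.46 at percentile 1.45, but at percentile 10.9 by the mean. The hydroxylases Cyp7b1 (2365, 602; 4.06-fold lower, 3.71 to 4.45) and Cyp27a1 (14470, 6305; 2.37-fold lower, 2.30 to 2.44) and the uptake carrier Slco1a1 (9925, 3393; 3.02-fold lower, 2.91 to 3.15) were on the lower side. Cyp7b1 and Slco1a1 are also on the male-biased list. Without the genes of the other-tissue, blood and sex-biased lists, the bile acid median was −0.24, at percentile 40.8. The export pump Abcc4 was 7.04-fold higher (53, 389; 5.32 to 9.65). Cholesterol synthesis had none higher and 2 lower of 22, with a median of −0.31 at percentile 1.28. Mvd, the lowest, had a log2 ratio of −1.18, so with total counts neither of these 2 stays past 2-fold lower. Insig1 was 2.17-fold lower (12219, 5825; 2.10 to 2.24) and Mvd 2.26-fold lower (525, 240; 1.94 to 2.65). Xenobiotic metabolism had 2 higher and 5 lower of 22, with a median of −0.58 at percentile 0.03, but at percentile 25.5 by the mean. Sult1d1 was 2.61-fold lower (3171, 1258; 2.44 to 2.78), and the receptor Nr1i3 2.52-fold lower (933, 383; 2.23 to 2.84), with 74.9% of its exonic bases in another gene. Hepatocyte transcription factors and secreted products had 1 higher and none lower of 19. The higher one was Onecut1 (406, 1109; 2.64-fold, 2.36 to 2.97), with 52.8% of its exonic bases in another gene. The median of −0.22, at percentile 31.8, becomes 0.049 when scaled by total counts.

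Genes that male mouse livers express above female ones were the furthest below equality of the lists with at least 5 measured members. Of 19 measured, 11 were past 2-fold lower in the library labelled HKO and none higher, with a median of −1.46 below all 10000 random lists. Serpina1e was 5.598-fold lower (170775, 31536; 5.53 to 5.67), with 14.4% of its sequence shared with related serpins. Selenbp2 was 4.56-fold lower (9610, 2178; 4.35 to 4.78), with 17.4% shared. The major urinary protein genes, which encode carriers of pheromones, together made up 2.0% and 0.701% of all counts, 3.44-fold lower on the TMM scale. Of 17 measured, 14 were lower and 1 higher. Mup21 (1843, 386; 4.93-fold lower, 4.42 to 5.52) and Mup3 (130309, 45414; 2.97-fold lower, 2.93 to 2.998) share little sequence with the rest. Mup14 (1259, 12; 104-fold lower), Mup12 (65525, 7506; 9.02-fold), Mup7 (107312, 26852; 4.13-fold) and Mup22 (82677, 23587; 3.62-fold) are near-copies, so the split of reads among them is uncertain. The same holds for Mup2 (110, 6; 17.6-fold lower), Mup11 (9121, 1338; 7.05-fold), Mup19 (929, 139; 6.89-fold) and Mup18 (109, 16; 6.86-fold). Mup-ps13 (151, 14; 10.8-fold lower) shares 24.2% of its sequence. Female-biased genes had 4 higher and 2 lower of 10, with a median of 0.47 at percentile 98.9, and at 96.4 after correction for GC content and length. Another list also holds 5 of these 10, and Cyp4a14 and Acot3, both higher, are PPARα targets as well. Cyp2a4 was 13.1-fold higher (51, 696; 9.93 to 17.9), with 11.2% of its sequence shared with its paralogs, while Prom1 was 2.59-fold lower (101, 40; 1.79 to 3.86). None of 4 sex-linked genes was past 2-fold. The Y-linked Ddx3y and Eif2s3y had log2 ratios of −0.12 and −0.17, which become 0.14 and 0.092 with total counts.

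Some stress programmes were higher in the library labelled HKO, led by p53 targets and immediate early genes. Of 18 p53 targets 9 were higher and none lower, with a median of 1.01 above all random lists. Eda2r (6, 87; 13.04-fold, 6.19 to 39.3), the death receptor gene Tnfrsf10b (6, 61; 9.17-fold, 4.27 to 27.8) and the growth arrest gene Btg2 (2465, 11184; 4.39-fold, 4.20 to 4.59) were among them. Pmaip1 was 5.89-fold higher (6, 39; 2.64 to 18.2). Of 17 immediate early genes 8 were higher and none lower, with a median of 0.75 above all random lists. Atf3 was 10.4-fold higher (502, 5394; 9.48 to 11.4), Fosb 8.12-fold (21, 180; 5.26 to 13.7), Myc 6.73-fold (336, 2341; 6.01 to 7.58), Jun 3.46-fold (4411, 15757; 3.34 to 3.57) and Egr1 2.61-fold (2316, 6253; 2.49 to 2.74). Egr2 had 3 and 29 counts, a ratio of 9.35 (2.90 to 48.0). Such genes also respond within minutes to tissue handling. Of 16 NRF2 targets 4 were higher and none lower, with a median of 0.59 above all random lists. Nqo1 was 2.48-fold higher (111, 285; 1.99 to 3.12), Gstm3 4.11-fold (990, 4213; 3.84 to 4.42) with 13.8% of its sequence shared, and Gsta1 2.60-fold (28, 76; 1.68 to 4.21) with 80.6% shared.

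Protein-folding stress was split. Of 19 genes of the unfolded protein and integrated stress response 2 were higher and 2 lower, with a median of −0.10 at percentile 38.9 that becomes 0.17 with total counts. The chaperones Hyou1 (4539, 2011; 2.33-fold lower, 2.21 to 2.46) and Creld2 (857, 372; 2.38-fold lower, 2.11 to 2.70) stood against Atf3 and the asparagine synthetase gene Asns (62, 129; log2 ratio 1.00). Of 14 heat shock genes none was higher and 3 lower, with a median of 0.14 at percentile 93.2. The paralogs Hspa1a (27, 12; 2.27-fold lower, 1.14 to 5.04) and Hspa1b (299, 124; 2.49-fold lower, 2.02 to 3.10) share 48.6% and 49.9% of their sequence with other genes. Cryab was 2.03-fold lower (87, 44; 1.41 to 3.01), with 17.0% of its exonic bases in another gene.

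The lists in this paragraph had medians inside the range of their random counterparts. Extracellular matrix and fibrosis genes had 3 higher and 1 lower of 24, with a median of 0.21 at percentile 92.5, but at percentile 97.6 by the mean. Mmp13 (6, 22; 3.35-fold, 1.40 to 10.7) and Thbs1 (79, 182; 2.22-fold, 1.70 to 2.94) were higher. Among 16 histone deacetylases and acetyltransferases only Hdac9 was past, 2.54-fold higher (18, 48; 1.47 to 4.71). That median of −0.06, at percentile 27.0, becomes 0.21 with total counts. None of 22 oxidative phosphorylation genes was past 2-fold, with a median of −0.27 at percentile 7.72. Atp5b was 1.24-fold lower (28598, 23887; 1.22 to 1.26), and the log2 ratio of Atp5a1, −0.24, becomes 0.026 with total counts. Mitochondrially encoded genes had none higher and 1 lower of 15, with a median of −0.45 at percentile 4.80, but at 0.63 after correction for GC content and length. The lower one, mt-Co3 (9613, 4832; 2.06-fold), shares nearly all of its sequence with other genes. None of 6 ribosomal RNA and abundant noncoding genes was past 2-fold, with a median of −0.28 at percentile 37.9. Malat1 and Neat1 were 1.48-fold (13621, 9496; 1.44 to 1.52) and 1.40-fold lower (5458, 4027; 1.34 to 1.46). Adipose tissue genes had 1 lower of 5, Car3 (30051, 12339; 2.52-fold, 2.47 to 2.57), with a median of 0.11 at percentile 61.1, but −0.57 at percentile 2.2 with no floor of counts.

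A few genes on the lists for other organs were lower in the library labelled HKO. Of 4 measured exocrine pancreas genes 3 were lower, Reg1 (53, 7; 7.37-fold, 3.55 to 20.4), Ctrb1 (331, 73; 4.66-fold, 3.63 to 6.13) and Cela1 (428, 142; 3.11-fold, 2.57 to 3.79). The unmeasured genes of that list, the main digestive enzymes among them, had under 20 counts over both libraries, so these genes do not show pancreatic tissue. Of 4 gut and gallbladder genes 2 were lower, Lgals4 (820, 345; 2.46-fold, 2.16 to 2.79) and Vil1 (73, 22; 3.38-fold, 2.10 to 5.81). The single skeletal muscle gene measured, Mylpf, was lower too (21, 7; 2.96-fold, 1.27 to 8.64). The haemoglobin genes Hba-a1 and Hbb-bs, which share sequence with their copies, both had a log2 ratio of −0.08, and 0.18 and 0.19 with total counts. All tallied, 15 of the 50 lists with at least 5 members lay above the central 95% of random lists and 8 below it. For lists of genes drawn independently, 2.5 would fall outside. Genes of a list can vary together and lists share members, so more could fall outside between any 2 pools.

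**Figure D3:**
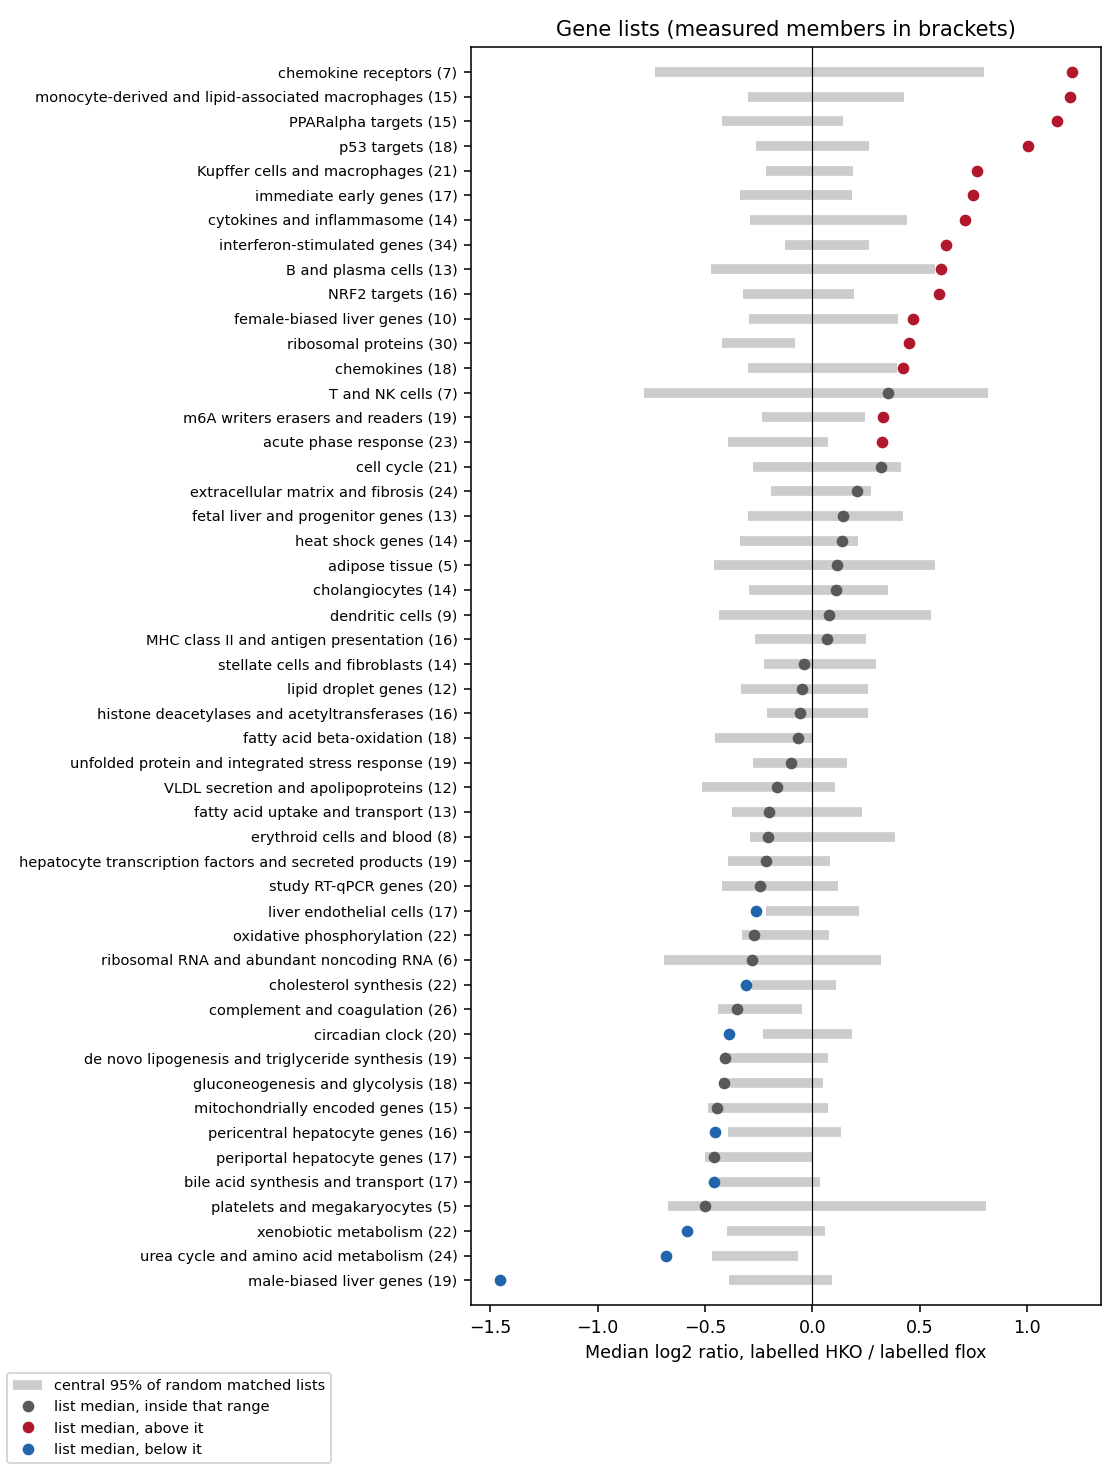
Median log2 ratio of each gene list with at least 5 measured members, with the central 95% of 10000 random lists matched for expression. Lists share members, and the bars describe these 2 libraries only.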

Values the study reported

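The study reported that METTL3 protein was 93.2% lower in the knockout livers. Its RNA-seq compared livers pooled from 4 mice of each genotype and found 551 genes higher and 474 lower in the knockout, at an absolute log2 fold change above 1.5 and a p-value under 0.05. The authors reported defence and immune terms among the genes that were higher, and digestion, locomotor rhythm and the negative regulation of both gluconeogenesis and lipid storage among those that were lower. By RT-qPCR the study found Cd36 higher and Fasn, Srebp1, Chrebp, Fatp2 and Fatp5 lower. Mcad and ApoB were slightly higher in that assay, and Cpt1a, Ppara and Mttp were unaltered. Across livers of mice on chow, high-fat and methionine-choline-deficient diets, the authors also reported Ccl2, Cx3cr1, Ccr2, Ccl3, Cxcl10 and Tnfa higher, with no change in Ifng, Il1b and Il6, though single diets differ from that statement in the legend, Ccr2 on chow among them.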

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

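Unannotated loci, which carry no gene name and were set aside in the main comparison, differed between the libraries more often than named genes with as many counts. Of 210 with at least 20 counts, 42 were at least 2-fold higher in the library labelled HKO and 48, or 22.9%, at least 2-fold lower. At the rates of named genes in the same 3 classes of counts, a comparison chosen after the values were seen, 18.0 would be higher and 15.1 lower. Their coordinates are not stated, so their neighbours and any relation to named genes could not be examined.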

How the results depend on the processing

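The correction for GC content and length, the inclusion of unannotated loci and the removal of immune and immediate early lists were chosen after the values were seen. No paired analysis was possible because each genotype is represented by 1 library. The choice of scaling moved the balance most. With total counts 1501 genes were at least 2-fold higher in the library labelled HKO and 409 lower, and 542 and 201 at the stricter limit. This raised the share higher among all differing genes from 55.2% to 78.6%, since total counts shift every ratio the same way. DESeq2 factors gave 878 and 635 and the upper quartile 695 and 790. A floor of 100 counts left 458 and 316, and 157 and 121 at the stricter limit. With no floor the stricter limit gave 541 and 521. A limit of 1.5-fold gave 1872 and 1487, 4-fold 148 and 149, and an interval wholly beyond 2-fold 287 and 281. Mettl3 was higher in the library labelled HKO under each scaling, with a larger prior, at equal depth and after the GC and length correction, with a log2 ratio from 0.37 with the upper quartile to 0.71 with total counts. Of the values of named genes across settings, 2086 gave the same call, 43 lost it, 2 gained one and 98, of genes short of 2-fold, moved beyond their counting interval. No gene past 2-fold changed direction, but genes near equality did under another scaling, as printed in the report. Of the list percentiles 646 gave the same call, 25 gained one and 13 lost it. No list outside the range in the main setting moved to the opposite outer range. The medians of 13 lists changed sign under another scaling. Percentiles of lists cannot change with scaling by construction. The bile acid list left the outer range without the other-tissue, blood and sex-biased lists (percentile 40.8), after the correction for GC content and length (6.44) and by the mean (10.9). The first of these settings takes Cyp7b1 and Slco1a1, which are also male-biased genes, out of the bile acid list. Calls were also lost for B and plasma cells with coding genes only (56.6) and by the mean (88.0), chemokine receptors with no floor (96.7) and by the mean (96.3), chemokines at 100 counts (93.8) and female-biased genes after the GC and length correction (96.4). By the mean they were lost for xenobiotic (25.5), pericentral (19.6) and acute phase genes (93.4), and against unmatched random lists for endothelial genes (2.95). Apart from that removal of male-biased genes, the cause of these losses was not tested. Calls were gained most often by gluconeogenesis (5 settings) and lipogenesis (4 settings), both towards lower. Cell cycle genes lay above the range with no floor (99.3), against unmatched lists (98.5) and by the mean (97.9), and matrix genes by the mean (97.6) and after the GC and length correction (98.4). Mitochondrially encoded genes lay below it with no floor (2.09), after the GC and length correction (0.63) and against unmatched lists (0.21), and periportal genes with no floor (1.81) and against unmatched lists (0.03). Single settings placed below it the adipose list (2.2, no floor), erythroid genes (2.44, mean), and complement (0.1) and oxidative phosphorylation (1.16) against unmatched lists. The RT-qPCR list was below the range against unmatched lists (2.45) and above it by the mean (98.4). Depth limits what can be seen for scarce genes, as an interval for 20 to 99 counts spans about 0.97 log2 units on each side.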

Other observations

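Several genes of the circadian clock were lower in the library labelled HKO. Of 20 clock genes 6 were at least 2-fold lower and none higher, and the median of −0.39 lay at percentile 0.03 of random lists. The list did not move as 1 block, as 5 of the 20 had a ratio above equality. Npas2 (67, 125), Arntl (198, 302) and Nfil3 (1107, 1549) were the highest. Their log2 ratios were 0.85, 0.56 and 0.44, with counting intervals above 0. The repressor Bhlhe41 was 10.7-fold lower (149, 14; 6.36 to 20.6), with 19% of its exonic bases in another gene. Ciart was 4.28-fold lower (797, 192; 3.66 to 5.05) and Per3 2.41-fold lower (869, 373; 2.13 to 2.73). Dbp, an output factor that peaks once a day, was 2.63-fold lower (2071, 813; 2.43 to 2.86), with 18.0% of its bases in another gene. Ribosomal proteins were more uniform, with none of 30 past 2-fold, 29 above equality and a median of 0.45 above all 10000 random lists. Rplp0 was 1.25-fold higher (11219, 14468; 1.22 to 1.28), with 14.0% of its sequence shared with other genes. Rps2, the exception, shares 30.2% of its sequence, and its log2 ratio of −0.09 becomes 0.18 with total counts. The time of day at which the livers were taken is not stated.

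Genes of bile ducts and fetal liver were split, and a few of cell division were higher. Of 14 cholangiocyte genes 2 were higher and 4 lower in the library labelled HKO, with a median of 0.11 at percentile 71.7. The progenitor factor Sox9 was 4.14-fold higher (94, 404; 3.31 to 5.26) and Krt23 3.55-fold higher (22, 82; 2.23 to 6.06), while the duct keratin Krt19 was 4.57-fold lower (731, 165; 3.86 to 5.46) and Muc1 4.04-fold lower (322, 82; 3.18 to 5.24). Fetal liver and progenitor genes had 3 higher and 1 lower of 13, with a median of 0.14 at percentile 69.1. Tff3 was 2.13-fold higher (168, 370; 1.77 to 2.57) and Cd24a 3.99-fold lower (380, 98; 3.20 to 5.06). Igf2 (8, 24) and Sox4 (31, 88) were higher too, with 64.5% and 54.6% of their exonic bases in another gene. Cell cycle genes had 5 higher and none lower of 21, with a median of 0.32 at percentile 92.4, though at 97.9 by the mean and 99.3 with no floor of counts. The higher ones include Top2a (9, 51; 5.25-fold, 2.67 to 12.7), Mki67 (16, 47; 2.79-fold, 1.58 to 5.37), Mcm2 (75, 185; 2.38-fold, 1.82 to 3.16) and Aurkb (4, 16; 3.55-fold, 1.25 to 15.9). Stellate cell genes had 1 higher and 2 lower of 14, with a median of −0.04 at percentile 31.4 that becomes 0.23 with total counts. The retinol acyltransferase Lrat was 2.14-fold higher (296, 654; 1.86 to 2.46), and the contractile genes Acta2 (780, 222; 3.63-fold, 3.12 to 4.24) and Des (375, 162; 2.39-fold, 1.99 to 2.89) were lower. Areg, an EGF receptor ligand named here after the values were seen, had 0 counts in the library labelled flox and 88 in the library labelled HKO.

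All tests of explanations in the paragraphs that follow were chosen after the result was seen, except the test of growth hormone targets, which was written before its values were seen.

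Mettl3 counts were higher in the library labelled HKO, with a ratio of 1.36 (1.11 to 1.69). Loss of exons 2 and 3 alone would leave a ratio near 0.692 if all reads came from hepatocytes with the deletion. That value is the share of the main transcript's length outside these exons. Reads from other cells, which keep the exons, would bring the expected ratio closer to equality. If the 2 labels had been exchanged, the inverse ratio to compare with 0.692 is 0.733 (0.593 to 0.904). These intervals cover counting error alone and each genotype has 1 library, so neither case is excluded. On the side of the labels, Cd36 and Ccl2, which the study reported higher in knockout livers, were higher in the library labelled HKO. So were Acadm, Apob and Cxcl10, also reported higher by RT-qPCR. Fasn, Srebf1, Mlxipl, Slc27a2 and Slc27a5, which it reported lower, were lower. An exchange of labels would turn each of these directions round. Higher transcription or stability of the remaining exons could also give such a Mettl3 ratio, and reads over exons 2 and 3 were not analysed here.

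Macrophage genes were higher in the library labelled HKO. A smaller share of hepatocytes would raise all other liver cells alike. Yet the macrophage median exceeded the endothelial one by 1.03 (0.66 to 1.28) in log2 units, which argues against it for these 2 libraries only. The ranges in this paragraph come from resampling the genes of each list. They treat these genes as independent and do not cover variation between mice or pools. More residual blood would raise erythroid genes as well, and the macrophage median exceeded theirs by 0.97 (0.55 to 1.51). More macrophages, or more active ones, in this pool remain as a hypothesis, tied to genotype only if separate mice show the same. Cell counts in sections or RNA from single livers would tell.

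Male-biased genes were lower in the library labelled HKO. Female mice in that pool are excluded, as the Y-linked median was −0.15 (range of 4 genes −0.22 to 0.15) and Xist had 2 counts in each library. Shared reads among paralogs are argued against too, for these 2 libraries. The 10 male-biased genes with little shared sequence had a median of −1.58 (−1.90 to −0.56, from resampling these genes and not mice). Weaker growth hormone signalling would lower Socs2, Cish, Igf1 and Igfals, but their median was 0.40 (range −0.24 to 1.25), with Cish higher (132, 325). That test covers weaker signalling only, and a change in its pattern over time was not tested. An effect of inflammation or of Mettl3 loss on these genes may be involved, and neither was tested.

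At an absolute log2 ratio above 1.5 with p under 0.05, 320 genes were higher and 308 lower in the library labelled HKO, and without the floor of 20 counts 541 were higher and 521 lower. The study reported more genes in both directions than were found with the floor, and its program, the test behind its p-value and any floor are not stated.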
